# Evidence for an oncogenic role of HOXC6 in human non-small cell lung cancer

**DOI:** 10.7717/peerj.6629

**Published:** 2019-04-09

**Authors:** Yingcheng Yang, Xiaoping Tang, Xueqin Song, Li Tang, Yong Cao, Xu Liu, Xiaoyan Wang, Yan Li, Minglan Yu, Haisu Wan, Feng Chen

**Keywords:** HOXC6, Non-small cell lung cancer, Molecular marker, Bioinformatics, Malignancy

## Abstract

**Background:**

Identification of specific biomarkers is important for the diagnosis and treatment of non-small cell lung cancer (NSCLC). HOXC6 is a homeodomain-containing transcription factor that is highly expressed in several human cancers; however, its role in NSCLC remains unknown.

**Methods:**

The expression and protein levels of *HOXC6* were assessed in NSCLC tissue samples by Quantitative real-time PCR (qRT-PCR) and immunohistochemistry, respectively. *HOXC6* was transfected into the NSCLC cell lines A549 and PC9, and used to investigate its effect on proliferation, migration, and invasion using CFSE, wound healing, and Matrigel invasion assays. Next-generation sequencing was also used to identify downstream targets of HOXC6 and to gain insights into the molecular mechanisms underlying its biological function.

**Results:**

*HOXC6* expression was significantly increased in 66.6% (20/30) of NSCLC tumor samples in comparison to normal controls. HOXC6 promoted proliferation, migration, and invasion of NSCLC cells *in vitro*. RNA-seq analysis demonstrated the upregulation of 310 and 112 genes in A549-HOXC6 and PC9-HOXC6 cells, respectively, and the downregulation of 665 and 385 genes in A549-HOXC6 and PC9-HOXC6 cells, respectively. HOXC6 was also found to regulate the expression of genes such as *CEACAM6, SPARC, WNT6, CST1, MMP2,* and *KRT13*, which have documented pro-tumorigenic functions.

**Discussion:**

*HOXC6* is highly expressed in NSCLC, and it may enhance lung cancer progression by regulating the expression of pro-tumorigenic genes involved in proliferation, migration, and invasion. Our study highlighted the oncogenic potential of *HOXC6*, and suggests that it may be a novel biomarker for the diagnosis and treatment of NSCLC.

## Introduction

Lung cancer has the highest cancer incidence in the world (Chen et al., 2016b). Non-small cell lung cancer (NSCLC) accounts for 80–85% of the total number of lung cancer cases (Lee et al., 2013; Zienolddiny & Skaug, 2011). In spite of improvements in imaging science, radical surgical resection, and NSCLC auxiliary detection technologies, most patients have advanced disease at diagnosis, and the overall 5-year survival rate is less than 15% (National Lung Screening Trial Research T et al., 2011; Ye & Zhao, 2016). Therefore, more effective molecular makers are needed for the diagnosis and treatment of NSCLC.

*HOX* genes belong to the homeobox gene superfamily (Cillo et al., 2001). 

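In the GENCODE annotation of GRCh37, the HOXA cluster lies on chromosome 7 from 27132612 to 27239710 and holds 11 protein-coding genes. The HOXB cluster, with 10 genes, lies on chromosome 17 from 46605888 to 46806112. The HOXC cluster, with 9 genes, lies on chromosome 12 from 54332615 to 54449814, and the HOXD cluster, with 9 genes, lies on chromosome 2 from 176957449 to 177055635. HOXC6 (ENSG00000197757) occupies 54384408 to 54424607 on the forward strand within the HOXC cluster, and its canonical transcript has 2 exons. Within the HOXC6 locus as annotated lie HOXC8 (54402769 to 54406553) and the start of HOXC4 (54410715 to 54449814), and 73 bp of its exons overlap exons of a gene on the opposite strand.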

The human *HOX* gene family is made up of 39 members in four clusters (A–D) located on chromosomes 7, 17, 12, and 2, with each cluster containing 9 to 13 loci (Apiou et al., 1996). Many *HOX* genes have been found to be closely associated with the progression of cancer (Shah & Sukumar, 2010). *HOXA10* can inhibit the invasion of breast cancer cells by enhancing the expression of *TP53* (Chu, Selam & Taylor, 2004). *HOXB7* can also promote tumor growth by upregulating the expression of angiogenic growth factors (Care et al., 2001). HOXC6 is a transcription factor that regulates cell differentiation during embryonic development (Maroulakou & Spyropoulos, 2003). Aberrant expression of *HOXC6* may result in the malignant transformation of normal cells (DeInnocentes et al., 2015; Feng et al., 2009; Moon et al., 2012; Wright et al., 1989; Zhang et al., 2013), and elevated *HOXC6* expression has been observed in several types of cancers, including prostate, gastrointestinal, colorectal, and hepatocellular cancers (Chen et al., 2016a; Ji et al., 2016; Sui et al., 2016; Vinarskaja et al., 2011). However, the biological function of *HOXC6* has not been well understood. Here, we report that *HOXC6* is highly expressed in NSCLC cells, and overexpression of *HOXC6* promotes the proliferation, migration, and invasion of NSCLC cells. The phenotypic effects of HOXC6 may be mediated by genes that have been previously reported to be involved in the progression of cancer. Our data also suggest that HOXC6 is a potential molecular marker for the diagnosis and treatment of NSCLC.

## Materials & Methods

### Cell lines

NSCLC cell lines A549 and PC9 were obtained from the Stem Cell Bank of the Chinese Academy of Sciences. A549 was maintained in RPMI 1640 Medium (Gibco, Thermo Fisher Scientific, Waltham, MA, USA). PC9 and 293FT cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM) (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), supplemented with 10% fetal bovine serum (Gibco, Thermo Fisher Scientific, Waltham, MA, USA). All of the cell lines were housed in 37 °C incubators with 5% CO_2_ saturation.

### Human clinical specimens

Clinical specimens were collected from patients at the Affiliated Hospital of Southwest Medical University (Luzhou, China). Tissue samples were surgically retrieved from NSCLC patients after obtaining written consent and with the approval of the ethics committee of the Affiliated Hospital of Southwest Medical University (k2018003-r). Clinical samples were immediately separated into lung tumor tissues (T) and adjacent non-tumor lung tissues (N), flash frozen in liquid nitrogen, and then stored at −80 °C until further analysis.

### Immunohistochemistry (IHC)

Formalin-fixed paraffin-embedded sections were treated with 3% H_2_O_2_ for 10 min after deparaffinization in xylene and rehydration in decreasing concentrations of ethanol from 100 to 75%. Antigen retrieval was performed by using heated sodium citrate. Sections were then blocked using 10% normal goat serum to prevent non-specific antibody reactions. The sections were then incubated overnight at 4 °C, with a mouse monoclonal antibody against human HOXC6 (dilution, 1:200; Santa Cruz Biotechnology, Santa Cruz, CA, USA) After incubation, the HOXC6 antigen-antibody reaction was performed using an immunoperxodase-based kit (ZSGB Bio, Beijing, China). To quantify the expression of HOXC6, two specialist pathologists scored the stained samples based on the product of the intensity and degree of staining (0–100%). The staining intensity was categorized as follows: 0 (negative), 1 (weak), 2 (moderate), and 3 (strong). Only cytoplasmic staining was counted as positive staining.

### RNA isolation and Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted from NSCLC cell lines and human samples using TRIzol (TaKaRa Bio, Otsu, Japan). Then, 0.5 µg total RNA was reverse transcribed into cDNA using a PrimeScript™ RT reagent Kit with gDNA Eraser (TaKaRa Bio, Otsu, Japan) according to the manufacturer’s instructions. qRT-PCR was performed using SYBR^®^ Premix Ex Taq™ II (TaKaRa Bio, Otsu, Japan) system on an ABI QuantStudio™ 7 Flex Real-Time PCR (Applied Biosystems, USA). For the PCR reaction, specific primers were selected based on PrimerBank HOXC6 sequences. 

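The HOXC6 primers used for qRT-PCR both match exon 1 of the 2 exons of the canonical HOXC6 transcript. The forward primer (21 nt) corresponds to chromosome 12 of GRCh37 from 54422593 to 54422613, and the reverse primer (22 nt) to the complement of 54422657 to 54422678, so the amplified segment lies inside a single exon. No annotated transcript of another gene holds either sequence without a mismatch. The GAPDH forward primer (20 nt) matches exon 5 of 9 on chromosome 12 from 6646115 to 6646134. The GAPDH reverse primer (22 nt) spans a junction, with bases in exon 7 from 6646538 to 6646556 and in exon 8 from 6646750 to 6646752. Transcripts of 2 other annotated genes hold the GAPDH forward sequence and those of 5 hold the reverse sequence.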

The following primers were synthesized by Invitrogen: human HOXC6 forward primer 5′-ACAGACCTCAATCGCTCAGGA-3′, and reverse primer 5′-AGGGGTAAATCTGGATACTGGC-3′; GAPDH forward primer 5′-ATGCTGGCGCTGAGTACGTC-3′, and reverse primer 5′-GGTCATGAGTCCTTCC- ACGATA-3′. Gene expression levels were normalized to GAPDH using the 2^−ΔΔ*Ct*^ method.

### Lentivirus packaging

The lentiviral *HOXC6-* expressing vector pCDH-*HOXC6* and empty control vector pCDH-NEO were obtained from Experimental Medicine Center, The Affiliated Hospital of Southwest Medical University. The 293FT cells were used for lentiviral packaging. A total of three vectors (pCDH-*HOXC6* or pCDH-NEO, psPAX2 and pMD2G) were co-transfected into 293FT cells using Lipofectamine3000 (Invitrogen, Carlsbad, CA, USA). After 72 h, viral supernatant was collected and stored at −80 °C.

### Cell transfection

A549 and PC9 cells were plated into a 6-well plate. Cells were then transfected with the lentiviral plasmids at 80% confluence. After 8 h, the transfection medium was replaced with complete growth medium supplemented with 500 µg/ml neomycin. qRT-PCR and Western blot were performed to evaluate transfection efficiency.

### Immunoblotting

Cells were lysed on ice using RIPA buffer (Cell Signaling Technology, USA). Protein concentration was measured by BCA kit (Beyotime, Shanghai, China). Equal amounts of total protein were resolved using 12% SDS-PAGE gel and transferred onto PVDF membranes (Millipore, Burlington, MA, USA). Membranes were incubated with anti-HOXC6 (Santa Cruz, CA, USA, dilution, 1:1,000) and anti-β-actin (Santa Cruz, CA, USA, dilution, 1:1,000) overnight at 4 °C followed by incubation with a secondary antibody. Protein bands were visualized using ECL chemiluminescence (Millipore, Billerica, MA, USA) according to the manufacturer’s recommendation.

### Cell proliferation assay

Cell proliferation was performed using Carboxyfluorescein Diacetate Succinimidyl Ester (CFSE) flow cytometry analysis on a BD FACSVerse™ (BD Biosciences, Frankin Lakes, NJ, USA). A final concentration of 5 µM CFSE was added to a single cell suspension of 10 × 10^6^ cells/ml. The dye-cell suspension was then incubated in a 37 °C water bath for 10–15 min and then analyzed by flow cytometry. Cell proliferation was also assessed using the IncuCyte Live Cell Imaging System. Cells were plated in IncuCyte ImageLock 96-well plates (Essen BioScience, USA) at 1 × 10^4^ cells per well. Cell confluency was monitored using the IncuCyte Live Cell Imaging System (Essen Bioscience, Ann Arbor, MI, USA) every 2 h.

### Cell migration and invasion assay

Transfected cells were plated in IncuCyte ImageLock 96-well plates (Essen BioScience, Ann Arbor, MI, USA). After cells adhered to the wells, an approximately 600-µm wide scratch was made in the cell layer using a WoundMaker (Essen Bioscience, Ann Arbor, MI, USA). The cells were then washed twice with PBS to remove floating cells. To assess migration, 100 µl of growth medium (with 2% FBS) was added to the cells. For invasion, the plate was coated with 30% Matrigel for 30 min at 37 °C, with an additional 50 µl of normal growth medium overlaid on to the plates. Wound closure was monitored using the IncuCyte Live Cell Imaging System (Essen Bioscience, Ann Arbor, MI, USA) every 2 h. Data analysis was conducted using Incucyte 2016A software.

### Construction of Sequence libraries

Total RNA was extracted from NSCLC cells A549 and PC9. Dynabeads Oligo (dT) 25 beads were used for isolating mRNA. RNA libraries were constructed with NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) with 3 independent replicates following the manufacturer’s instructions. Paired-end sequencing (150 bp) was performing using Illumina HiSeq Xten. Raw data was uploaded to the GEO database (GSE121896).

### Bioinformatics analysis

We used HISAT2 (version 2.1.0) (Kim, Langmead & Salzberg, 2015) with default parameters to map the RNA-seq data to the GRCh37.p13 genome from GENCODE (Harrow et al., 2012). We aggregated the read counts at the gene level using HTseq (Anders, Pyl & Huber, 2015) and called differentially expressed genes (DEGs) with R package DESeq2 (Love, Huber & Anders, 2014). Genes were considered significantly differentially expressed when the Log2 fold change was >1 or <−1, and the adjusted *P* value was <0.05. Gene Ontology analysis of the DEGs was performed using the R package ClusterProfiler (Yu et al., 2012) with *P* < 0.05.

### Statistical analysis

All of the statistical analyses were carried out using GraphPad Prism 7 and SPSS 21.0. Numerical data are presented as mean ± standard error, and were calculated using two-tailed Student’s *t* test and Chi-square test. Two-way analysis of variance (ANOVA) was used to assess the statistical significance of multiple continuous variables. *P* < 0.05 was considered statistically significant.

## Results

### High expression of *HOXC6* in Human NSCLC tissues

We examined the expression level of *HOXC6* in lung cancer using *in silico* approaches. Analysis of publicly available data revealed that there was a 5-fold and 8.8-fold increase in the expression of *HOXC6* in 2 independent lung cancer datasets, GSE30219 and GSE27262, respectively (Figs. 1A and 1B). To validate these findings, we used qRT-PCR to determine *HOXC6* expression in tumor samples from NSCLC patients. As shown in Fig. 1C, in 30 pairs of NSCLC tissue samples and adjacent non-tumor tissue samples, 66.6% (20/30) had elevated levels of *HOXC6* in comparison to their adjacent normal counterparts (*P* = 0.01). IHC analysis was consistent with the gene expression data, as HOXC6 protein was elevated in NSCLC tumor samples in comparison to adjacent normal controls (Figs. 1D and 1E). These results indicate that *HOXC6* is highly expressed in NSCLC tissues.

**Figure 1:**
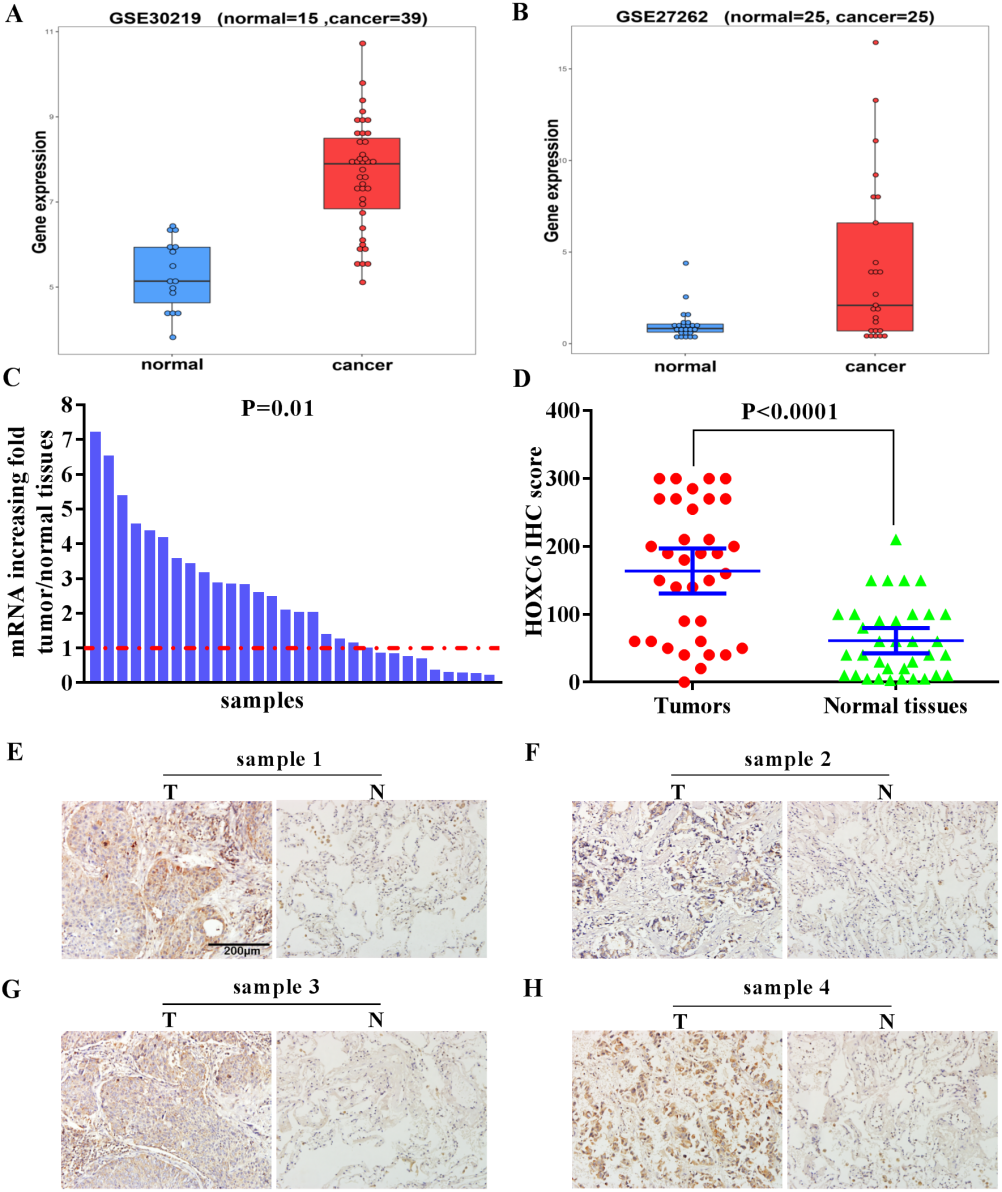
Elevated expression of *HOXC6* in NSCLC in comparison to adjacent normal tissues. (A, B) The bioinformatic analysis of publicly available gene expression data sets for *HOXC6* expression in lung cancer tissues. Microarray dataset GSE30219 (normal = 15, cancer = 39) and GSE27262 (normal = 25, cancer=25) were download from Gene Expression Omnibus(GEO). *HOXC6* expression distribution in (A) and (B), with a fold change of 5 (*q*. value = 1.4332e–07) and 8.8 (*q*. value = 0.0039),which were calculated by R package limma ( Ritchie et al., 2015). (C) Relative expression of *HOXC6* mRNA in 30 NSCLC and paired adjacent normal tissues as determined by qRT-PCR. The data were assessed using Chi-square test. (D) Expression of HOXC6 protein as determined by IHC. The IHC score of HOXC6 was calculated as the staining intensity (0, 1, 2, or 3) × the staining extent (0–100%). We compared matched samples as in (D) using paired two-tailed Student’s *t* test. (E) Representative images of IHC staining of HOXC6 in NSCLC tumor (T) and adjacent normal tissues (N), Scale bar = 200 µm.

### The effect of *HOXC6* overexpression on the proliferation of NSCLC cells

To further explore the biological function of *HOXC6*, we used lentiviral vectors to establish *HOXC6-* overexpressing NSCLC cell lines. The resulting cell lines were named A549-HOXC6 and PC9-HOXC6. Control cell lines transfected with the empty vector were named A549-NEO and PC9-NEO. Transfection efficiency was then assessed by qRT-PCR and Western blot (Figs. 2A and 2B). We next examined the effect of *HOXC6* on the growth of NSCLC cells, by using an image-based proliferation assay. As shown in Fig. 2C, the proliferation rate was significantly increased in *HOXC6-* overexpressing A549 and PC9 cells in comparison to control cells. We also utilized the CFSE assay as a secondary proliferation assay to validate this observation. There was an obvious shift in the fluorescence signal in A549-HOXC6 and PC9-HOXC6 cells 48 h after CFSE labeling, indicating that *HOXC6* promoted the proliferation of both cell lines (Fig. 2D). These results demonstrate that overexpression of *HOXC6* increased the proliferation of NSCLC cells.

**Figure 2:**
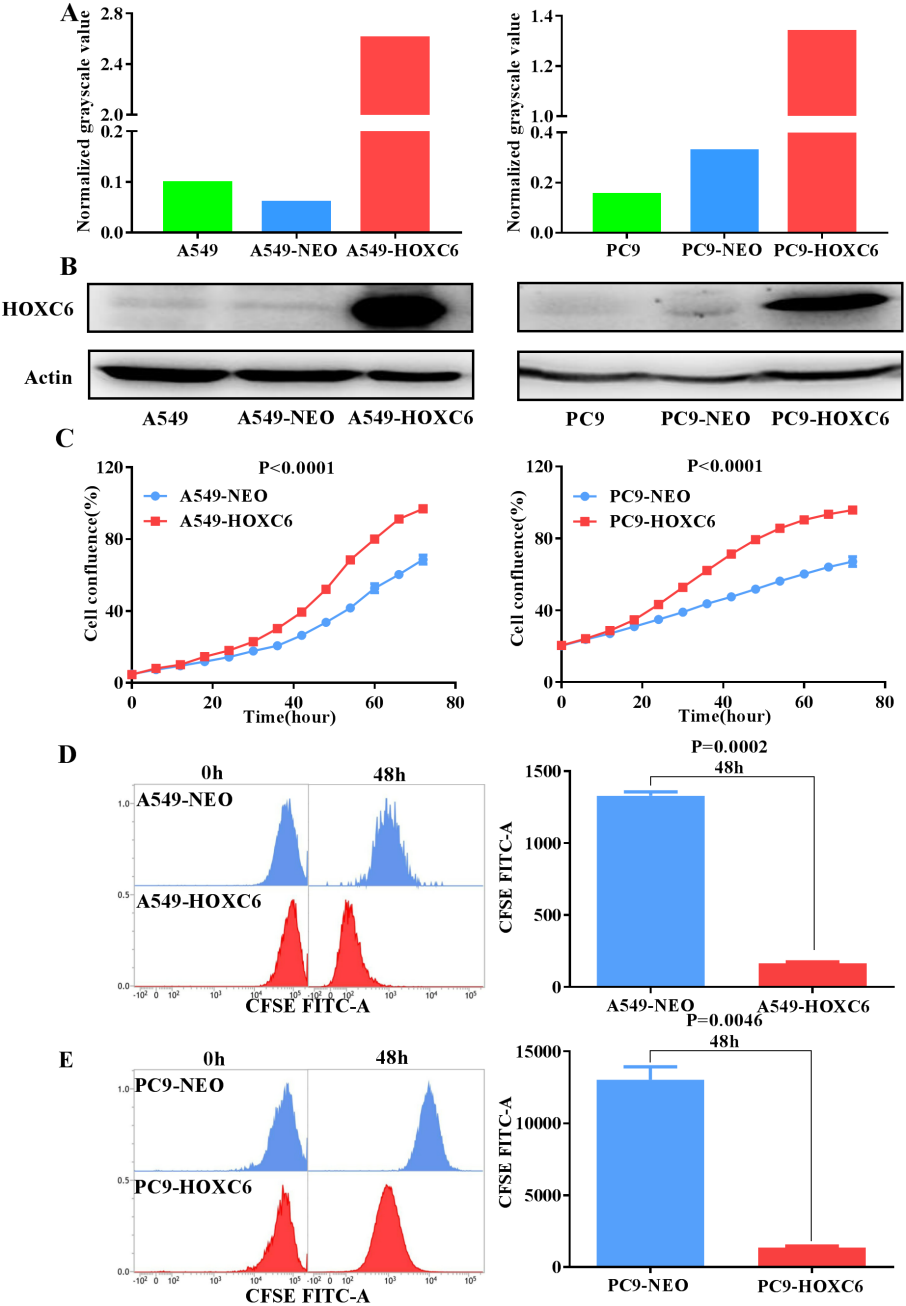
Overexpression of *HOXC6* promotes NSCLC cell proliferation. (A, B) Western Blot analysis of HOXC6 in A549 and PC9 *HOXC6*-expressing or control cells. (C) IncuCyte Live Cell Imaging System analysis of NSCLC cell lines A549 and PC9 transfected with HOXC6 or NEO lentiviral vectors. Cells (1 × 10^4^) were seeded in 96-well plates and monitored at 2-hour intervals, three replicates for each sample. (D) Flow cytometry analysis of CFSE-labeled *HOXC6-* expressing or control NSCLC cell lines, three replicates for each sample.

### The promotion of migration and invasion by *HOXC6* in NSCLC cells

Migration and invasion are recognized as important hallmarks of cancer (Hanahan & Weinberg, 2011). To investigate the effect of *HOXC6* on the migration and invasion of NSCLC cell lines, we made use of the wound healing and Matrigel assays. We observed significantly faster motility in A549-HOXC6 and PC9-HOXC6 cells in comparison to A549-NEO and PC9-NEO control cells in the wound healing experiment (Figs. 3A and 3B). Additionally, we observed that *HOXC6* increased the invasive capacity of NSCLC cells in Matrigel as shown in Figs. 3C and 3D. These results suggest that *HOXC6* may have a pro-tumorigenic role in NSCLC.

**Figure 3:**
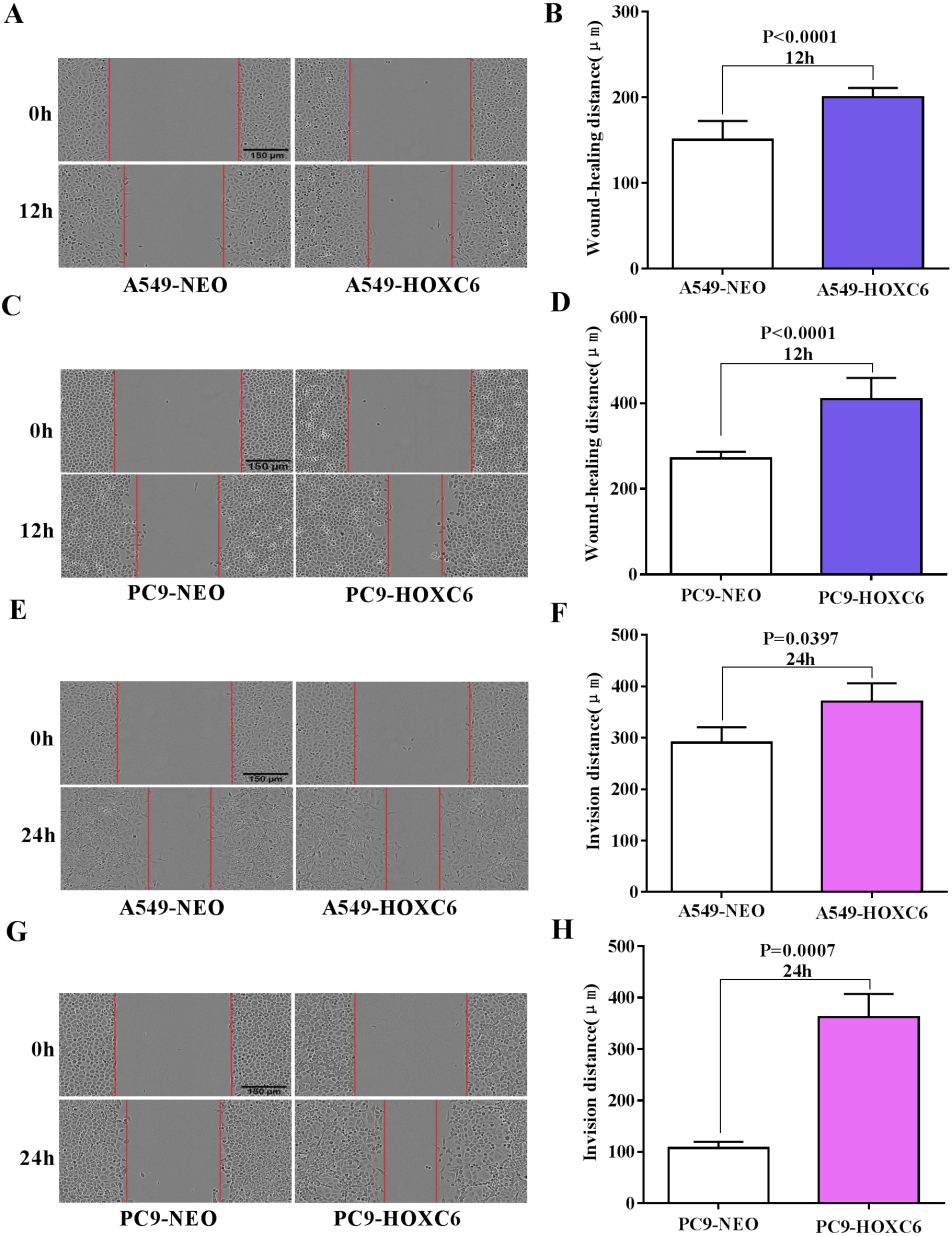
Overexpression of *HOXC6* promotes migration and invasion of NSCLC cells. (A, B) Wound healing assay of A549 and PC9 cells expressing *HOXC6* or NEO. Scale bar = 150 µm. (C, D) Invasion of *HOXC6-*expressing or control A549 and PC9 cells was assessed in a wound healing assay using 30% Matrigel. Scale bar = 150 µm.

### The downstream targets of HOXC6 revealed by gene expression profiling in NSCLC cells

Just like other members of the homeobox superfamily, HOXC6 is a transcription factor that regulates the expression of several downstream target genes. RNA-seq analysis was performed to identify genes modulated by HOXC6 in NSCLC cells. 

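RNA-seq covered 4 groups with 3 libraries each. A549 and PC9 are established human lung adenocarcinoma cell lines, and in each line cells carrying the HOXC6 lentiviral vector (A549-HOXC6 and PC9-HOXC6) were set against cells carrying the empty vector (A549-NEO and PC9-NEO). Strand-specific libraries were made from poly(A) RNA with the NEBNext Ultra Directional kit and sequenced as paired reads of 150 bp. The authors aligned the reads with HISAT2 to GRCh37.p13, counted them per gene with HTSeq and deposited the counts without normalization. The text names neither the annotation release nor the strand setting of HTSeq. The count table used here holds 12584 genes sorted by Ensembl identifier, which include 12249 of the 20175 protein-coding genes of the GENCODE annotation of GRCh37 (60.7%). Genes with later identifiers, HOXC6 itself, CST1, KRT13, S100A4, SLCO4A1-AS1, C11orf86, ENSG00000268621 and KIAA1551 among them, were not analysed here, so the library labels could not be checked on HOXC6. Over the genes in the table, the total count per library ran from 2467565 to 2883304 (median 2547034) in A549-NEO, from 1212053 to 2848750 (median 2080832) in A549-HOXC6, from 1768574 to 2233100 (median 1870153) in PC9-NEO and from 1363070 to 3286577 (median 2074975) in PC9-HOXC6. These totals cover part of the genes and are lower than the depth of the libraries, which the text does not give. The smallest level taken as detectable, 3 counts, equals 0.913 to 2.48 CPM (counts scaled to a common library total) depending on the library, and this floor covers counting error only. Each of the 12 pairs of replicates within a group differed by more than counting error (chi-square per degree of freedom from 1.59 to 4.41), which goes against repeated sequencing of 1 library but cannot tell separate cultures from separate libraries of 1 RNA sample. The 3 libraries of a group were taken as replicates from their labels. Each cell line was tested alone with edgeR's quasi-likelihood test after TMM normalization and removal of low-count genes, with Benjamini-Hochberg adjustment and the thresholds of the paper, an adjusted p under 0.05 and a log2 fold change above 1 or below -1. The choices that could change the numbers of genes are the filter on low counts, the fold change criterion, the scaling of the libraries, the libraries in one fit and a correction for GC content, and each was varied.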

The results (GSE121896) showed that there were 310 genes upregulated and 665 genes downregulated in A549-HOXC6 cells in comparison to A549-NEO control cells. In addition, we found that there were 112 genes upregulated and 385 genes downregulated in PC9-HOXC6 cells in comparison to PC9-NEO control cells (Fig. 4A). 

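Of 8771 genes tested in A549 cells, 149 were upregulated and 483 downregulated in A549-HOXC6 by the thresholds, and 3469 had an adjusted p under 0.05 at any size of change (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). With the replicate number as a block, 150 genes were upregulated and 493 downregulated. Libraries with the same replicate number did not deviate together, as the correlation of their deviations from the group means averaged 0.00161, against -8.69e-04 for libraries with other numbers. The counts moved most with the fold change criterion. A test against a log2 fold change of 1 left 25 upregulated and 37 downregulated genes, while dropping the criterion gave 1657 and 1812. DESeq2, the tool named in the methods, called 141 genes up and 397 down. Among genes whose 3 A549-HOXC6 libraries all lay above the 3 A549-NEO libraries, DLL4 (ENSG00000128917) changed most, from 1.97 ± 1.05 to 36.1 ± 7.52 normalized CPM (SD, n = 3), a log2 fold change of 4.18 (standard error 0.322, adjusted p = 7.48e-11). C4BPA, SCNN1G, SPARC and SCNN1B came next. C4BPA and SCNN1G had no more than 3 counts in any A549-NEO library and were at least 4.27-fold and at least 7.25-fold higher in A549-HOXC6, and SCNN1B had a log2 fold change of 3.31 (standard error 0.260, adjusted p = 1.00e-10). Such lower bounds set the mean of the other group against the floor and leave out the spread of that mean. Exons of SCNN1G share 171 bp with exons on the opposite strand. In the other direction, FRMD4B and MLANA fell to no more than 3 counts in every A549-HOXC6 library and were at least 4.18-fold and at least 3.19-fold lower. INTU, ABCA5 and COL20A1 followed with log2 fold changes of -2.59, -2.55 and -2.48 and adjusted p of 6.94e-05, 2.74e-04 and 5.56e-05.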

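In PC9 cells 8419 genes were tested, of which 81 were upregulated and 300 downregulated in PC9-HOXC6, and 2316 had an adjusted p under 0.05 at any size of change. Under a replicate block the counts were 83 and 293, and deviations of same-numbered libraries correlated at 0.0210 on average, against -0.0104 for the others. AVPR2 rose most among genes with separate groups, from 1.31 ± 0.686 to 10.6 ± 1.30 normalized CPM (SD, n = 3), a log2 fold change of 2.97 (standard error 0.474, adjusted p = 1.83e-05). MRC2 rose by 2.70 on the log2 scale (standard error 0.431, adjusted p = 1.84e-05), RHOU by 1.95 (standard error 0.269, adjusted p = 2.05e-06) and PNPLA7 by 1.93 (standard error 0.423, adjusted p = 8.53e-04). CENPE and CWF19L2 fell to no more than 3 counts in every PC9-HOXC6 library and were at least 5.21-fold and at least 5.39-fold lower. NPAT, KIF20B and ZNF268 had log2 fold changes of -2.86, -2.73 and -2.66. Exons of MRC2 share 676 bp with exons on the opposite strand. Across genes, which are not independent replicates, Spearman's correlation of log2 fold change with GC content was 0.530 in A549 and 0.527 in PC9. The median GC content of the downregulated genes was 39.3% in A549 and 38.4% in PC9, and that of the upregulated genes 55.7% and 57.9%. After each library was corrected for GC content and length, 114 genes were upregulated and 224 downregulated in A549-HOXC6, and 57 and 136 in PC9-HOXC6. Under a replicate block in the corrected fit, these counts were 110 and 217 in A549-HOXC6 and 56 and 136 in PC9-HOXC6.

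**Figure D1:**
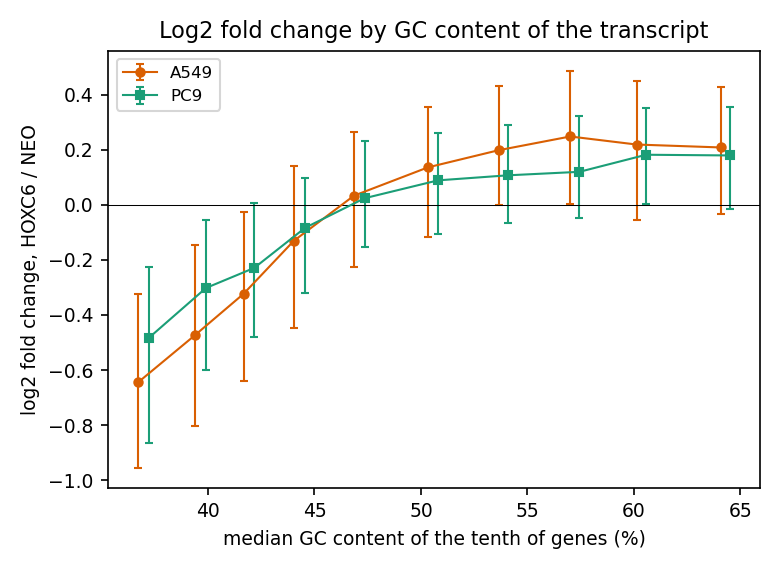
Median log2 fold change (HOXC6 over NEO) of the tested genes in 10 equal groups by transcript GC content, plotted at each group's median GC content in percent, with bars from the lower to the upper quartile and points of the cell lines shifted sideways for clarity. The median rises from -0.64 in A549 and -0.48 in PC9 in the group with the lowest GC content to 0.21 and 0.18 in the group with the highest.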

Gene Ontology analysis indicated that these genes modulated by HOXC6 may take part in various biological processes, such as morphogenesis and development, which is consistent with the previously reported functions of the homeobox gene superfamily (Fig. 4B). 

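Both cell lines had 7954 genes in the test. Of these, 106 were upregulated in A549-HOXC6 and 62 in PC9-HOXC6, with 6 in common, where independent calls would share 0.826 (odds ratio 8.34, two-sided Fisher's exact test, p = 1.63e-04). Among the same genes, 409 were downregulated in A549-HOXC6 and 275 in PC9-HOXC6, with 115 in common, where independent calls would share 14.1 (odds ratio 18.0, two-sided Fisher's exact test, p = 4.23e-79). These p-values describe the overlap only, since genes are not independent of each other. With the replicate number as a block, 5 genes were upregulated and 114 downregulated in both lines. With the correction for GC content and length, 5 were upregulated and 19 downregulated in both, and 2 of those upregulated and 17 of those downregulated genes were also common without the correction. ENSG00000129270, 1 of those 2 upregulated genes, has no GC content in the annotation and was left uncorrected.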

When we compared the genes regulated by HOXC6 in the two cell lines examined in this study, there were 9 common upregulated genes and 133 common downregulated genes (Fig. 4C). However, most of the genes whose expression levels were changed after HOXC6 transfection were different in these two cell lines. This unexpected result suggests that transcriptional regulation by HOXC6 is cell context-dependent.

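Of the genes called in A549 and tested in PC9, 420 of 515 (81.6%, 95% Wilson interval 78.0 to 84.7) changed in the same direction in PC9, whether or not they passed the thresholds there. Of the genes called in PC9 and tested in A549, 301 of 337 (89.3%, interval 85.6 to 92.2) changed in the same direction in A549. Both intervals take genes as independent, which they are not, and do not measure the spread over replicates. After the correction for GC content and length the shares were 60.5% and 72.1%, below both intervals. The difference between the cell lines was also tested directly, as an interaction term over all 12 libraries. Among 9229 genes, 475 had an adjusted p under 0.05 and log2 fold changes that differed by more than 1, of which 255 had the higher change in A549 and 220 in PC9. With the replicate number within each line as a block, 488 genes did. Of the 767 genes called in a single cell line, 758 entered this test and 221 of them (29.2%) had such a difference. Across the 7954 genes tested in both lines, the log2 fold changes correlated at 0.344 by Spearman's and 0.421 by Pearson's coefficient, a description over genes and not over replicates. From its observation that most of the changed genes differed between the lines, the paper proposes that regulation by HOXC6 depends on the cell context.

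**Figure D2:**
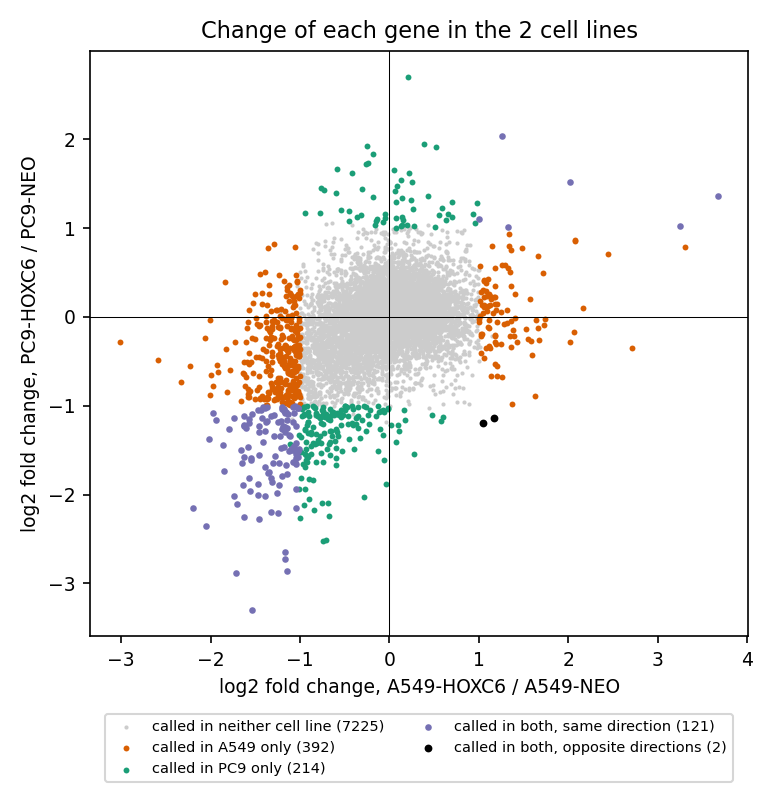
Log2 fold change of each gene in A549 (horizontal axis) and PC9 (vertical axis), HOXC6 over NEO, for the genes tested in both lines, coloured by the line in which the gene was called. 392 of these genes were called in A549 only, 214 in PC9 only, 121 in both in the same direction and 2 in both in opposite directions.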

**Figure 4:**
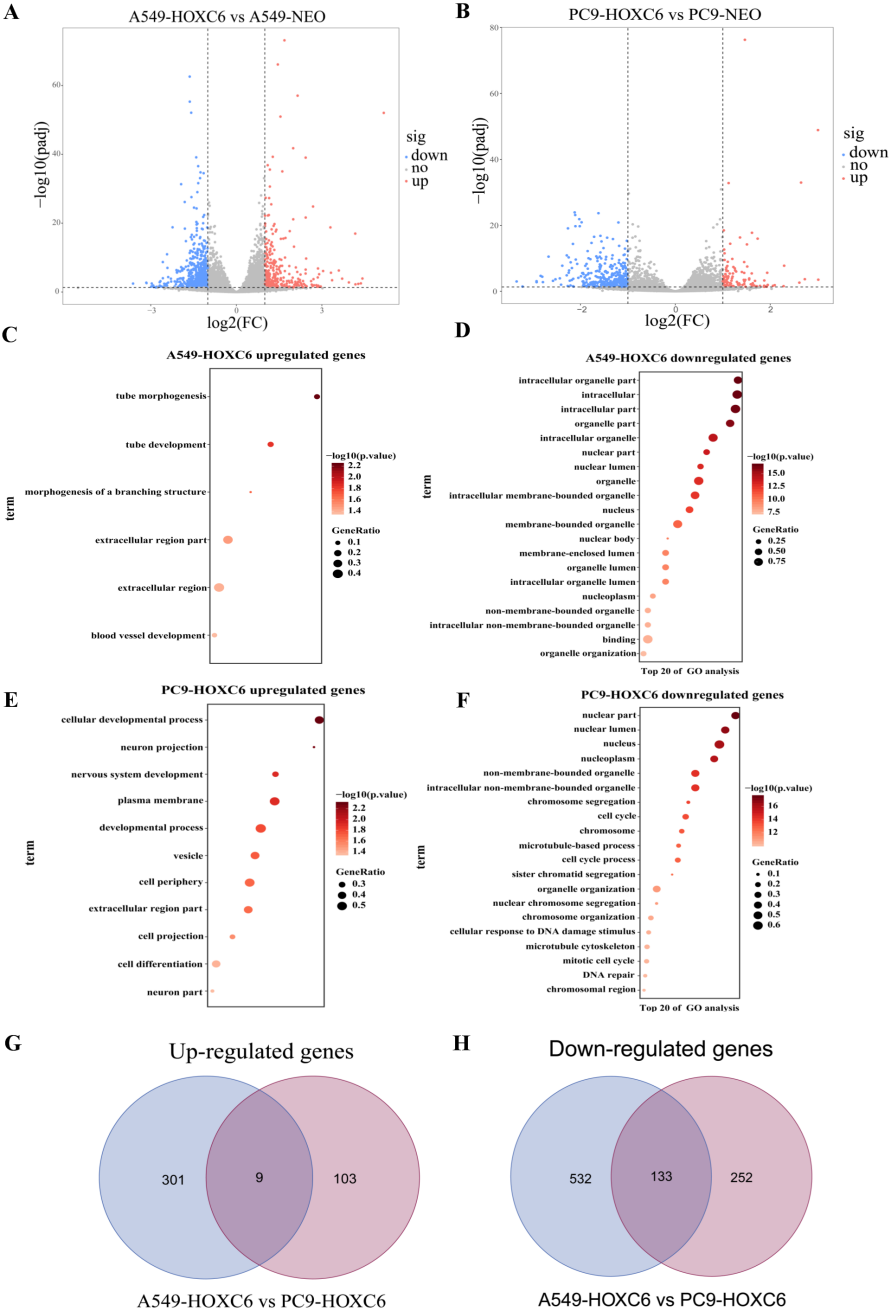
Analysis of RNA-seq. (A) The volcano map shows 310 upregulated genes and 665 downregulated genes in A549-HOXC6 cells in comparison to A549-NEO cells, and 112 upregulated genes and 385 downregulated genes in PC9-HOXC6 cells in comparison to PC9-NEO cells. Log2 fold change (Log2FC) >1 or <−1, and *P* < 0.05 were considered to be statistically significant. (B) Gene ontology (GO) analysis identified biological processes impacted by HOXC6-regulated genes in NSCLC cells. (C) Overlap of upregulated and downregulated genes in A549-HOXC6 and PC9-HOXC6 cells.

### Pro-tumorigenic genes controlled by HOXC6 in NSCLC cells

Gene Ontology analysis did not clearly identify the molecular mechanisms underlying the pro-tumorigenic effect of *HOXC6*. Therefore, we supplemented this analysis by manually screening critical tumor-associated HOXC6-upregulated genes using functional analysis and literature review. Using this approach, we successfully identified several genes closely associated with tumor progression. 

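CEACAM6 (ENSG00000086548) lies on chromosome 19 of GRCh37 from 42254885 to 42276116 and encodes a cell adhesion protein of the carcinoembryonic antigen family. Members of this family are similar in sequence, and how the authors' counting treated reads that match more than 1 of them is not known here. In A549 CEACAM6 had 8, 0 and 3 counts in the A549-NEO libraries and 37, 22 and 21 in the A549-HOXC6 libraries, which is 1.30 ± 1.38 against 14 ± 3.96 normalized CPM (SD, n = 3) and a log2 fold change of 3.25 (standard error 0.495, adjusted p = 8.27e-06) in edgeR's quasi-likelihood test. In PC9 it rose from 22.5 ± 1.01 to 45.6 ± 1.34 normalized CPM (SD, n = 3), a log2 fold change of 1.02 (standard error 0.168, adjusted p = 2.77e-05). This lies just above the threshold of 1, and with the correction for GC content and length it was 0.97 and below it. SPARC (ENSG00000113140), a secreted matrix protein gene on chromosome 5 of GRCh37 from 151040657 to 151066536, had 4, 1 and 4 counts in A549-NEO and 39, 12 and 34 in A549-HOXC6, a log2 fold change of 3.57 (standard error 0.455, adjusted p = 6.22e-07). Exons of SPARC share 191 bp with exons on the opposite strand. WNT6 (ENSG00000115596), on chromosome 2 of GRCh37 from 219724528 to 219738955, had 0, 1 and 1 counts in A549-NEO and 11, 4 and 17 in A549-HOXC6. It did not pass the filter on low counts in A549. With every A549-NEO library under 3 counts, its mean in A549-HOXC6 (5.25 ± 2.87 normalized CPM, SD, n = 3) was at least 4.65-fold higher, a bound that leaves out the spread of that mean. Without the filter the adjusted p of edgeR's test was 2.83e-05, and over the alternatives of edgeR and DESeq2 that tested it the adjusted p ran from 3.42e-06 to 0.00316. The edgeR fit without the filter also gave SGK1 in A549 a far smaller adjusted p, 2.73e-33 against 3.89e-11 with the filter. An adjusted p from that fit is thus not comparable with those of the main fit. MMP2 (ENSG00000087245), a matrix metalloproteinase gene on chromosome 16 of GRCh37 from 55423612 to 55540603, rose in A549 from 6.06 ± 1.93 to 15.7 ± 6.62 normalized CPM (SD, n = 3), a log2 fold change of 1.34 (standard error 0.342, adjusted p = 0.00277), and with each A549 library left out in turn its log2 fold change ran from 0.91, below the threshold, to 1.63. In the fit with a replicate block, the log2 fold changes in A549 were 3.27 for CEACAM6, 3.54 for SPARC and 1.31 for MMP2, and that of CEACAM6 in PC9 was 1.02.

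**Figure D3:**
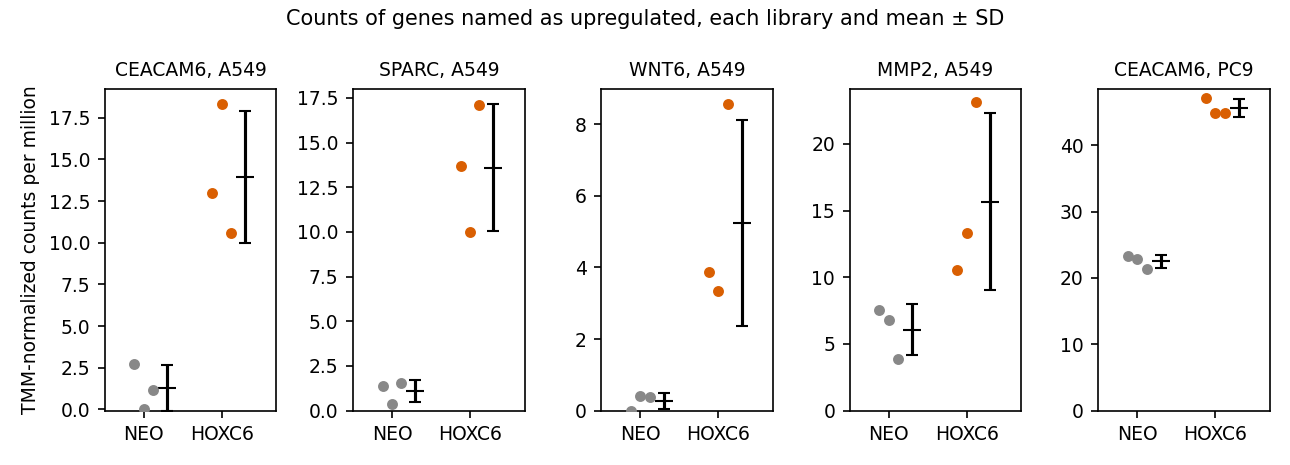
TMM-normalized CPM of CEACAM6, SPARC, WNT6 and MMP2 in A549 and of CEACAM6 in PC9, one point per library (3 NEO and 3 HOXC6), with the mean and SD of each group beside the points and a separate vertical scale in each panel. In each panel the 3 HOXC6 libraries lie above the 3 NEO libraries, at 10.6 to 18.3 against 0 to 2.74 for CEACAM6 in A549.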

*CEACAM6, SPARC, WNT6, CST1*, and *MMP2* were identified in A549-HOXC6 cells, while *CEACAM6* and *KRT13* were identified in PC9-HOXC6 cells. These genes have well documented roles in promoting cancer development (Table 1). We further analyzed the expression of these genes in various cancers through GEPAI (Tang et al., 2017). The results clearly demonstrate that the expression of these genes is associated with the progression of cancers (Fig. 5A), and that they are primarily involved in the regulation of cell proliferation, migration, and invasion. Furthermore, when we tried to analyze the function of the common upregulated genes, i.e., *HOXC6, SGK1, S100A4, MALL, CEACAM6, SLCO4A1-AS1, C11orf86, ENSG00000268621, and ENSG00000129270*, at least 5 of them, i.e., *SGK1, S100A4, MALL, CEACAM6* and *SLCO4A1-AS1*, have been reported to be implicated in the malignant phenotype of various cancers, while the remaining genes have not been well studied (Egeland et al., 2017; Liang et al., 2017; Rizeq, Zakaria & Ouhtit, 2018; Yu et al., 2018). 

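Of the 9 genes named as common, 4 were analysed here, and all 4 passed the thresholds in both cell lines. SGK1 (ENSG00000118515), a kinase gene on chromosome 6 of GRCh37 from 134490386 to 134639250, had a log2 fold change of 2.02 (standard error 0.151, adjusted p = 3.89e-11) in A549 and of 1.52 (standard error 0.173, adjusted p = 9.15e-08) in PC9, with edgeR's quasi-likelihood test. MALL (ENSG00000144063), on chromosome 2 of GRCh37 from 110841447 to 110873599, rose from 25.7 ± 3.38 to 63.9 ± 10.5 normalized CPM in A549 and from 17.5 ± 1.74 to 36.0 ± 2.89 in PC9 (SD, n = 3 each). Its log2 fold changes were 1.33 and 1.01 (adjusted p = 5.32e-07 and 1.97e-04), and in PC9 the correction for GC content and length brought it to 0.84, below the threshold. ENSG00000129270, whose identifier has no entry in the annotation used here, had 2, 4 and 5 counts in PC9-NEO and 18, 8 and 24 in PC9-HOXC6, a log2 fold change of 2.03 (adjusted p = 0.00158), and a log2 fold change of 1.26 in A549 (adjusted p = 0.00496). The difference between the cell lines was not past the threshold for SGK1, MALL or ENSG00000129270 (edgeR's adjusted p of the interaction 0.0987, 0.358 and 0.455), while CEACAM6 rose more in A549 by 2.26 on the log2 scale (adjusted p = 8.48e-04). Under a replicate block, the log2 fold changes in A549 and PC9 were 2.03 and 1.51 for SGK1, 1.33 and 1.01 for MALL and 1.33 and 2.01 for ENSG00000129270. PDZK1IP1 and SCNN1G were the remaining genes called up in both lines. PDZK1IP1, singled out after its values were seen, had log2 fold changes of 1.01 in A549 and 1.1 in PC9. It was no longer called up in both lines with the replicate block or with the correction for GC content and length. SCNN1G was at least 7.25-fold higher in A549-HOXC6, where no A549-NEO library had more than 3 counts. Its log2 fold change in PC9 was 1.36 (adjusted p = 0.0282). In PC9 SCNN1G did not pass with DESeq2 (adjusted p = 0.129), with the correction for GC content and length (edgeR's adjusted p = 0.0717) or in 5 of the 6 fits with a library left out. MALL in PC9 did not pass in 3 of those fits, CEACAM6 in PC9 in 1 and ENSG00000129270 in A549 in 1. With scaling by library size only, CEACAM6 and MALL had log2 fold changes of 0.94 and 0.93 in PC9, below the threshold. With the libraries thinned to equal depth these were 0.88 and 0.94. At equal depth ENSG00000129270 had 0.89 in A549 (edgeR's adjusted p = 0.0883) and did not pass either.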

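ANKRD12 (ENSG00000101745), which encodes an ankyrin repeat protein, lies on chromosome 18 of GRCh37 from 9136226 to 9285983. Its level fell from 25.0 ± 2.96 to 5.90 ± 0.400 normalized CPM in A549 (SD, n = 3) and from 7.43 ± 2.31 to 1.42 ± 0.144 in PC9 (SD, n = 3). The log2 fold change was -2.06 in A549 (standard error 0.269, adjusted p = 9.35e-07) and -2.36 in PC9 (standard error 0.513, adjusted p = 7.89e-04; edgeR's quasi-likelihood test). APC (ENSG00000134982), a gene of the Wnt pathway on chromosome 5 of GRCh37 from 112043215 to 112181936, had 37, 26 and 31 counts in A549-NEO and 14, 2 and 14 in A549-HOXC6, and 41, 44 and 47 in PC9-NEO and 9, 4 and 18 in PC9-HOXC6. Its log2 fold change was -1.24 in A549 (standard error 0.361, adjusted p = 0.00733) and -2.21 in PC9 (standard error 0.301, adjusted p = 1.73e-06). The fit with a replicate block gave log2 fold changes in A549 and PC9 of -2.03 and -2.26 for ANKRD12 and -1.31 and -2.22 for APC. The transcripts of ANKRD12 and APC have GC contents of 35.6% and 39.6%, below the 48.7% median of the genes tested in A549. After the correction for GC content and length, ANKRD12 kept log2 fold changes of -1.31 and -1.71 in A549 and PC9 (adjusted p = 1.96e-04 and 0.0188), and APC had -0.70 in A549 (adjusted p = 0.145), no longer past the thresholds, and -1.80 in PC9 (adjusted p = 7.80e-05). Exons of ANKRD12 share 128 bp with exons on the opposite strand, and those of APC share none.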

We also analyzed the common downregulated genes and found that many of these genes such as *ANKRD12*, *KIAA1551,* and *APC* encode proteins with tumor suppressive functions (Bai et al., 2013; Cheng et al., 2017; Lv et al., 2019). These data indicate that HOXC6 could exert its oncogenic function by both activation of oncogenes and downregulation of the expression of tumor suppressive genes.

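Of the 14 genes that the paper names as upregulated, HOXC6 included, 7 were analysed here, and 6 of them passed the thresholds in at least 1 cell line. The exception, WNT6, was removed by the filter on low counts in A549 and did not pass the thresholds in PC9, while in A549 it passed in the 4 alternatives of edgeR and DESeq2 that kept it (adjusted p from 3.42e-06 to 0.00316). Of the 3 commonly downregulated genes it names, ANKRD12 and APC were analysed here and both passed the thresholds in both cell lines, with -2.15 to -1.98 as the range of the ANKRD12 log2 fold change and -1.58 to -0.997 as that of APC in A549 when each A549 library was left out in turn, so APC fell short of the fold change threshold in 1 of those 6 fits. In PC9 the same ranges were -2.58 to -2.10 for ANKRD12 and -2.47 to -2.07 for APC. The paper joins these changes in expression to published functions of the genes, and from both together it proposes that HOXC6 acts by raising oncogenes and lowering tumor suppressor genes.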

**Table 1:** Potential target genes of HOXC6 in NSCLC.

Gene symbol	Gene description	Gene function^a^	References
*CEACAM6*	Tumor marker	A, M, I, P, T	Rizeq, Zakaria & Ouhtit (2018) Zhang et al. (2013)
*SPARC*	Matrix-associated protein	P, M, CC, SF	Chang et al. (2018) Yusuf et al. (2014)
*WNT6*	A family of highly conserved developmental control genes	P, M, A, CC, T	Yuan et al. (2013) Zheng & Yu (2018)
*CST1*	The cystatin superfamily	P, M, I	Choi et al. (2009) Dai et al. (2017)
*MMP2*	The major structural component of basement membranes	M, I	Kalhori & Törnquist (2015) Kuo et al. (2014)
*KRT13*	Encoded a member of the keratin gene family	M, I, CC, A	Man et al. (2014) Li et al. (2016)

**Notes.**

a Proliferation (P), Migration (M), Invasion (I), Angiogenesis (A), Cell cycle (CC), Tolerance (T), Stroma formation (SF).

**Figure 5:**
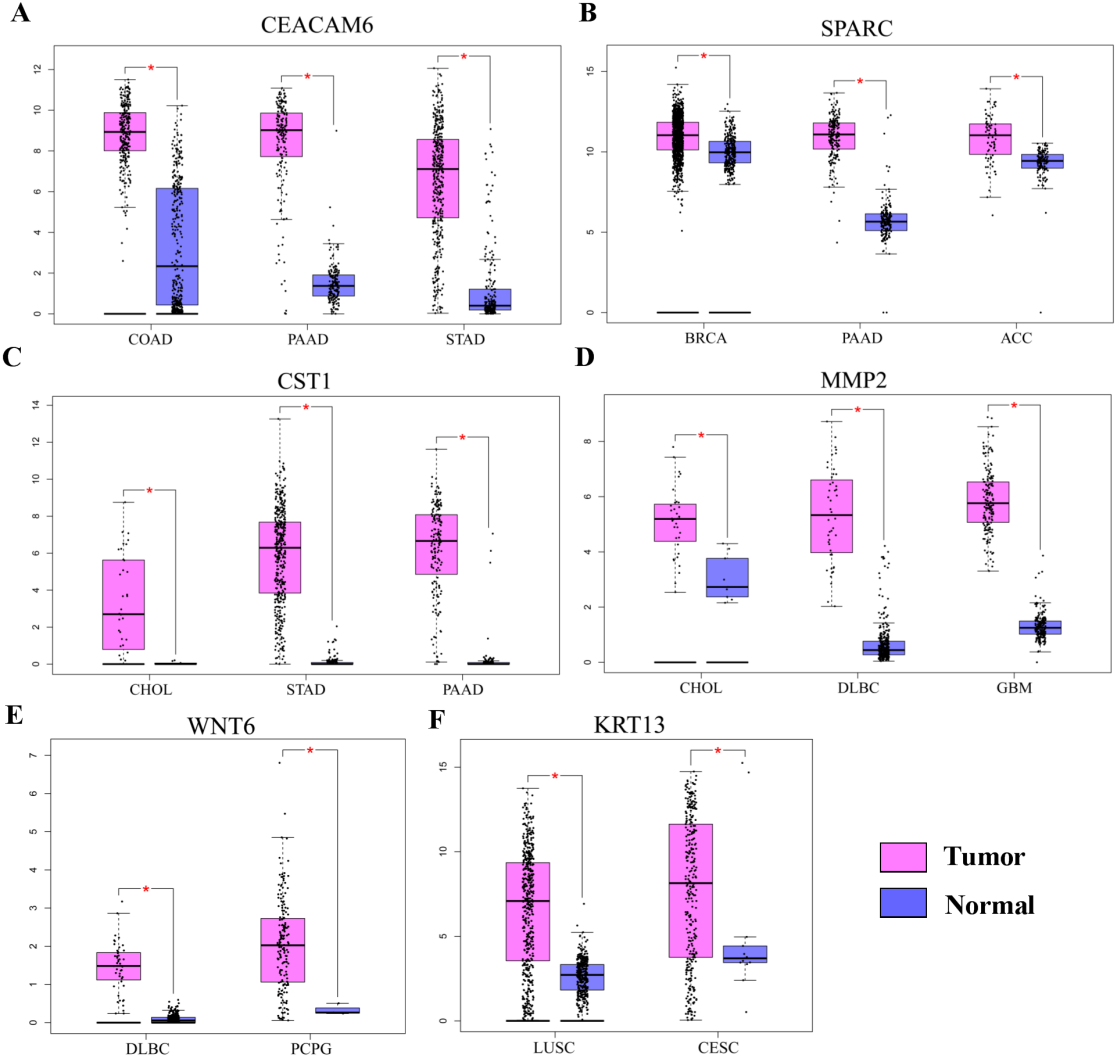
The expression of pro-tumorigenic genes in various cancers. (A) The expression of *CEACAM6*, *SPARC*, *WNT6*, *CST1*, *MMP2*, and *KRT13* in various cancers, ^∗^*P* < 0.05. Breast invasive carcinoma (BRCA), pancreatic adenocarcinoma (PAAD), adrenocortical carcinoma (ACC), cholangiocarcinoma (CHOL), stomach adenocarcinoma (STAD), lymphoid neoplasm diffuse large B-cell lymphoma (DLBC), pheochromocytoma and paraganglioma (PCPG), colon adenocarcinoma (COAD), lung squamous cell carcinoma (LUSC), cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC).

## Discussion

Lung cancer is the most frequently occurring malignancy worldwide. Due to the lack of effective measures for early diagnosis and treatment, the 5-year overall survival rate for NSCLC patients is only 16%–18% (Siegel, Miller & Jemal, 2018). The development of NSCLC involves both environmental and genetic changes, and the activation of oncogenes is also an important factor. Therefore, the identification of novel biomarkers is critical for the improvement of clinical outcomes for NSCLC patients.

In recent years, it has been found that the *HOX* gene is closely associated with the development and prognosis of various cancers. HOXC6 is a member of the HOX family that acts as a transcription factor and participates in the regulation of a number of genes during development. *HOXC6* has also been found to be highly expressed in several cancers. In this report, we provide several lines of evidence demonstrating that HOXC6 plays an oncogenic role in human NSCLC. First, *HOXC6* expression was shown to be elevated in NSCLC tissues. Second, *HOXC6* promoted the proliferation of NSCLC cells. Third, *HOXC6* enhanced the migration and invasion of NSCLC cells, which are fundamental hallmarks of cancer. Fourth, HOXC6 can upregulate the expression of genes critical for the development and progression of various cancers. Therefore, our work has established the basis for further investigation of *HOXC6* and its oncogenic roles in NSCLC.

To gain insight into the molecular mechanisms underlying the pro-tumorigenic functions of *HOXC6*, RNA-seq was performed to identify its downstream targets. A number of genes have been found to be modulated by HOXC6, but interestingly, we observed that there was very little overlap in the genes modulated by HOXC6 in two NSCLC cell lines. This result suggests that there is a cell context-dependent mechanism underlying the function of *HOXC6*. Since most transcription factors need to form complexes to specifically regulate their target genes, the cell context-specificity of HOXC6 may be caused by binding to different cofactors in different cell lines. Despite the fact that different sets of genes are regulated by HOXC6 in various cell lines, transfection of *HOXC6* into both cell lines used in this study generated similar phenotypic effects. Consistent with this result, we found that HOXC6 is a master regulator of many genes, which have documented pro-tumorigenic functions. In our studies, we identified several genes, including *CEACAM6, SPARC, WNT6, CST1, MMP2,* and *KRT13*, which have been extensively studied and demonstrated to be involved in the regulation of tumor growth, migration and invasion, cell cycle, and apoptosis (Chang et al., 2018; Choi et al., 2009; Dai et al., 2017; Kuo et al., 2014; Rizeq, Zakaria & Ouhtit, 2018; Wang et al., 2018; Yusuf et al., 2014; Zheng & Yu, 2018). In other types of cancers, HOXC6 has also been shown to have the capacity to regulate these cancer-related genes. For example, HOXC6 directly regulates gene expression of Bone morphogenetic protein 7 (*BMP7)*, Fibroblast growth factor receptor 2 *(FGF2)*, and Platelet-derived growth factor receptor *(PDGFR)* in prostate cancer (McCabe et al., 2008). HOXC6 promotes the migration, invasion, and progression of gastric cancer by upregulating Matrix metalloproteinase 9 *(MMP9)* (Chen et al., 2016a). These results suggest that HOXC6 can promote tumorigenesis by regulating distinct sets of genes in various cellular contexts.

## Conclusion

In conclusion, we demonstrate that *HOXC6* was highly expressed in NSCLC tissues and correlated with the malignant phenotype of NSCLC cells. In addition, bioinformatics analyses showed that HOXC6 may enhance lung cancer progression by regulating the expression of pro-tumorigenic genes involved in proliferation, migration, and invasion. Our study highlighted the oncogenic potential of *HOXC6* and suggests that it is a candidate molecular marker for the diagnosis and treatment of NSCLC.

##  Supplemental Information

10.7717/peerj.6629/supp-1 Supplemental Information 1 Raw data for figures Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

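RNA-seq libraries of A549 and PC9 cells that carried the HOXC6 vector or the empty vector (NEO) were analysed, 3 of each kind in each cell line and 12 in all. The authors isolated mRNA with oligo(dT) beads, made libraries with the NEBNext Ultra Directional kit, sequenced them as paired reads of 150 bp, aligned the reads with HISAT2 with default parameters to the GRCh37.p13 genome from GENCODE and counted them per gene with HTSeq. The deposited values are the authors' read counts per gene, 1 column per library, without normalization or pooling of replicates. The paper's text does not name the version of HTSeq, its strand setting or the release of the annotation.

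The count table used here holds 12584 complete genes in the order of their Ensembl identifiers, and 1 incomplete last entry was left out. Of these genes, 12463 are in the GENCODE annotation of GRCh37 used for names, positions, lengths and GC content, and 121 are not. Genes with later identifiers were not analysed here. Of the genes that the paper names as regulated by HOXC6, in these cells or in other cancers, 15 are in the table. The totals per library therefore cover part of the genes, and normalization, filtering and adjustment for multiple testing were done over that part. The totals ran from 1212053 to 3286577 counts per library, so the floor of 3 counts equals 0.913 to 2.48 CPM.

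Each library's condition and replicate number were taken from its label, and the pairing of replicates comes only from those replicate numbers. In each cell line, genes with low counts were removed with filterByExpr, libraries were scaled by the TMM method, and HOXC6 libraries were compared with NEO libraries by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment, over the 6 libraries of the line and without a replicate block. A gene was called at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, the thresholds given in the methods. Standard errors were taken from the log2 fold change and its F statistic. Levels are TMM-normalized CPM with the SD over 3 libraries. A group with no more than 3 counts in any library was taken as being at the floor of detection, and changes against it are given as lower bounds. Each bound sets the mean of the other group against the mean floor of that group. It leaves out the spread of the other group's libraries. The overlap of calls was tested with Fisher's exact test over the genes tested in both lines, and the difference between the lines as an interaction term over 12 libraries. A list of 40 proliferation genes was tested with camera on voom values (limma 3.58.1). As an alternative, the pre-ranked form of camera was used with the correlation between genes set to 0.01.

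The genes named in the text are first those that the paper names as regulated by HOXC6, in these cells or in other cancers. To these were added the HOXC genes in the table and any other HOX gene past the thresholds. In each cell line, the 5 genes with the largest change in each direction were also named. They were taken from called genes whose HOXC6 libraries all lay above, or all below, the NEO libraries and whose mean was at least 1 CPM. This rule, the designs, the gene list and the alternatives were set before the data were examined, with the following exceptions. Thinning of the libraries to equal depth and the lower bound for WNT6 were added after the data were seen. The test of the proliferation genes after the correction for GC content and length was chosen after its result had been seen in part.

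The alternatives were DESeq2 (1.42.0, the tool named in the methods) on each line or on 12 libraries, edgeR on 12 libraries in one model, RLE size factors, scaling by library size only, no filter on low counts, a minimum of 10 counts in every library, an adjusted p under 0.01, no fold change criterion, a test against a log2 fold change of 1, the replicate number as a block, a correction of each library for smooth trends on GC content and length (mgcv 1.9.3, with the genes not in the annotation left uncorrected), that correction with the block, and each library left out in turn. The default independent filtering of DESeq2 was used. It had first been run with the filtering set for an adjusted p of 0.05, and both outcomes had been seen when the default was restored as planned.

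The tests were checked on simulated counts drawn for the genes of the table that passed the filter on low counts, with 200 genes changed by a log2 fold change of 1.5. In A549, 193 of 199 changed genes tested were recovered (97.0%), and 2 unchanged genes were called. In PC9 the numbers were 189 of 196 (96.4%) and 1. With a GC trend added to the simulated HOXC6 libraries, 44 unchanged genes were called in A549 and 36 in PC9, and with the correction 3 and 1. That trend was linear, without a trend on length, and the changed genes were drawn without regard to GC content. In the data the trend was not linear, with A549 medians of -0.64 at 37.0% GC, 0.20 at 53.9% and 0.21 at 64.3%. The simulation thus cannot give the number of false calls in the data, nor show that the correction spares real changes tied to GC content. The interaction test recovered 147 of 199 (73.9%) and called 5 unchanged genes.

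Gene Ontology terms were not analysed here, nor were the reads. The experiments on tissues, proliferation, migration and invasion have no counts of this kind and were left out.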

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

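In this part, the test of the proliferation genes after correction for GC content and length was chosen after its result had been seen in part, the correlation of the difference between the lines with GC content was chosen after related results had been seen, and thinning to equal depth was chosen after the data were seen. The items below are differences between the cell lines and a change in a gene that the paper does not discuss. No group had more than 3 libraries, so single libraries were not tested as outliers here.

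The change after HOXC6 overexpression differed between A549 and PC9 for 475 genes in the interaction test over 12 libraries (edgeR's quasi-likelihood test). After each library was corrected for GC content and length, 432 of these genes were called again, which shows little, since the relation to GC content was close in both lines (Spearman's correlation 0.530 and 0.527) and largely cancels in the difference. The difference itself correlated with GC content at 0.0866, so a GC trend that differs between the lines does not account for most of it. Among the 32 joint splits that part all same-numbered pairs in each cell line, 4 gave at least as many genes, the real one included. All 4 keep the real A549 groups. With the PC9 labels exchanged the count was 1509, and with mixed PC9 groups it was 202, 216, 253, 450, 516 and 569. In these splits the whole change in A549 counts as a difference, and a change shared by both lines lowers the real count, so the splits cannot tell whether the lines differ.

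Of 33 genes chosen by the naming rule that entered this test, 13 differed between the lines. The log2 fold change was higher in A549 than in PC9 by 2.26 for CEACAM6 (edgeR's adjusted p = 8.48e-04), 3.63 for SPARC (0.00269), 3.90 for WNT6 (6.65e-05), 5.00 for DLL4 (0.00279), 2.36 for SCNN1G (0.0377), 2.56 for SCNN1B (4.71e-05) and 3.31 for ZNF268 (0.00496). The difference was negative, with the lower log2 fold change in A549, for FRMD4B (-2.69), INTU (-2.06), ABCA5 (-2.52), MRC2 (-2.45), RHOU (-1.52) and PNPLA7 (-2.14). Most of these genes were chosen for a large change in 1 line, which makes a difference between the lines more probable. With the correction for GC content and length, 13 of them kept a difference past the thresholds, and with the libraries thinned to equal depth 9 did. At equal depth DLL4 no longer passed (edgeR's adjusted p = 0.223), and SCNN1G, ABCA5 and ZNF268 were removed by the filter on low counts. Library size thus does not account for most of the differences. The correction for GC content shows little here, since the trend shared by both lines cancels in a difference between them, and a bias of single genes with their base composition was not tested apart. WNT6 and SCNN1G had no more than 3 counts in any A549-NEO library and FRMD4B in any A549-HOXC6 library, so the sizes of their differences rest on a group at the floor. 3 of them (SPARC, SCNN1G and MRC2) share exon sequence with the opposite strand, CEACAM6 belongs to a family of similar genes, and DLL4 had no more than 3 counts in any PC9 library, so these differences cannot be told apart from effects of counting. FRMD4B, INTU, RHOU, PNPLA7, SCNN1B and WNT6 kept a difference at equal depth and are not among the genes with these counting limits. The sizes for FRMD4B and WNT6 rest on few counts, as do those for INTU (5, 2 and 2 counts in A549-HOXC6) and PNPLA7 (3, 5 and 7 in PC9-NEO). For the genes of this group, an effect of HOXC6 that depends on the cell line may be a candidate explanation. It remains a hypothesis and was not told apart from a bias of single genes with their base composition.

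HOXB13, which the paper does not discuss, rose in A549 from 17.1 ± 1.35 to 38.1 ± 4.37 normalized CPM (SD, n = 3 each). Its log2 fold change was 1.18 (standard error 0.190, adjusted p = 1.82e-05 from edgeR's quasi-likelihood test), with all 3 A549-HOXC6 libraries above the 3 A549-NEO libraries. With the correction for GC content and length the log2 fold change was 0.89, below the threshold, with an adjusted p of 2.10e-04. Over its alternatives the adjusted p ran from 1.81e-07 to 1, where the highest is from the test against a log2 fold change of 1. In PC9 it had too few counts to be tested (4, 1 and 1 in PC9-NEO and 2, 0 and 9 in PC9-HOXC6). A part of the rise is consistent with the relation to GC content that runs through both lines, from which it cannot be told apart, and a response of HOXB13 to HOXC6 is a hypothesis.

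A list of 40 proliferation genes, of which 33 are in the table, moved in opposite directions. The median log2 fold change was 0.29 in A549, with 22 of 33 genes up (limma's camera test, adjusted p over both lines = 0.0256), and -0.27 in PC9, with 31 down (adjusted p = 0.00758). Under a replicate block, the adjusted p of limma's camera test was 0.0726 in A549 and 0.0491 in PC9. The paper reports more proliferation with HOXC6 in both lines. The medians differed by 0.556, and 29 of 33 genes had the higher log2 fold change in A549. At equal depth the difference was 0.554, so library size does not account for it. After the correction for GC content and length it was 0.642, with medians of 0.29 in A549 and -0.36 in PC9, so the trend of the libraries on GC content does not account for the opposite directions. 1 of the 32 joint splits, the real one, gave a difference as large. Over the alternatives with the same test, camera's unadjusted value ran from 0.0165 to 0.0754 in A549 and from 0.00227 to 0.0246 in PC9. A pre-ranked form of camera, with the correlation between genes set to 0.01, gave 0.00176 in A549 and 2.55e-08 in PC9. The rise in A549 rests on less than the fall in PC9, since it no longer passes with the block, with scaling by library size only or with A549-HOXC6 replicate 1 left out. A shift in the growth state of the cultures that differs between the lines, whether or not HOXC6 causes it, may explain the pattern as a hypothesis, and the culture conditions at harvest were not tested.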

How the results depend on the processing

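Equal depth and the lower bound for WNT6 were chosen after seeing the data. The test of the proliferation genes after the correction for GC content and length was chosen after its result had been seen in part. The other alternatives were set before. For DESeq2, the outcomes of another filtering setting had also been seen when its default was restored. Unless a value is given below, each count of genes stayed within 1.5 times its value under that alternative. For each difference below, the cause was not tested.

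The fold change criterion changed the counts. Tested against a log2 fold change of 1, 25 genes were upregulated and 37 downregulated in A549-HOXC6 and 8 and 37 in PC9-HOXC6, with 0 common upregulated (1 at an unadjusted p under 0.05) and 4 common downregulated genes. Without a fold change criterion the numbers were 1657 and 1812 in A549-HOXC6, 1123 and 1193 in PC9-HOXC6, 288 and 662 in common, and 1789 genes in the interaction. With at least 10 counts in every library, which leaves out genes that fall to low counts, 95 genes were upregulated in A549-HOXC6, 52 upregulated and 181 downregulated in PC9-HOXC6, 2 and 68 common, and 307 differed in the interaction.

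With the correction for GC content and length, 224 genes were downregulated in A549-HOXC6, 136 in PC9-HOXC6 and 19 in both. With the replicate number as a block as well, these were 217, 136 and 19. The block alone left every count within 1.5 times, at 150 and 493 in A549-HOXC6 and 83 and 293 in PC9-HOXC6. The share of upregulated genes among the calls was 23.6% in A549 and 21.3% in PC9, against 33.7% in A549 after the correction and 36.2% and 34.8% in A549 and PC9 with DESeq2 on 12 libraries. With scaling by library size only it was lower, 19.1% in A549 and 14.9% in PC9. That DESeq2 fit called 128 upregulated genes in PC9-HOXC6. The common upregulated genes numbered 3 with scaling by library size only, 10 with 12 libraries in one edgeR model and 3 at equal depth.

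With each library left out in turn, the counts ran from 129 to 183 upregulated and 396 to 634 downregulated genes in A549-HOXC6, 78 to 109 and 267 to 315 in PC9-HOXC6, 4 to 8 and 96 to 135 in common, and 438 to 551 in the interaction. The median of the proliferation genes ran from 0.21 to 0.37 in A549 and from -0.29 to -0.26 in PC9. The share of genes called in A549 that changed in the same direction in PC9 was 82.5% with at least 10 counts and 78.9% with DESeq2, and that of genes called in PC9 was 91.8% and 89.3%. With the replicate block these shares were 80.9% and 87.3%. They fell most with the correction for GC content and length, to 60.5% and 72.1%. In A549 the median of the proliferation genes kept its direction but no longer passed with the replicate block (median 0.29, limma's camera test, adjusted p over both lines = 0.0726) or with scaling by library size only (median 0.24, adjusted p = 0.0754 from limma's camera test), nor with A549-HOXC6 replicate 1 left out (median 0.21, camera's unadjusted value 0.0538).

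For 57 changes of named genes, 1046 comparisons with an alternative were made. 946 kept their direction and their side of the thresholds, 81 kept their direction but no longer passed, 11 passed where the reported value did not, and 8 changed sign. The sign changes concern values near 0. MMP9 in A549, with a log2 fold change of -0.12, had 0.10, 0.18 and 0.041 with A549-NEO replicate 1, A549-HOXC6 replicate 1 and A549-HOXC6 replicate 2 left out, and its range over the libraries left out was -0.68 to 0.18. HOXC13 in PC9, with -0.017, had 0.051 with DESeq2 on 12 libraries, 0.032, 0.083 and 0.10 with PC9-NEO replicate 1, PC9-NEO replicate 3 and PC9-HOXC6 replicate 1 left out, and 0.021 at equal depth, with a range over the libraries left out of -0.15 to 0.10. Depth limits genes with few counts. The library with the lowest total in the table, A549-HOXC6 replicate 2 with 1212053 counts, has a floor of 2.48 CPM, and WNT6 in A549 was removed by the filter on low counts. Alternatives that remove a gene gave no value for it.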

Differences from the paper's values

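The lower bound for WNT6 was chosen after the data were seen, and the default filtering of DESeq2 was restored after the outcomes of both settings had been seen. The paper reports 310 upregulated genes in A549-HOXC6, and 149 were found here. With all 12 libraries in one model the number was 211 with edgeR and 213 with DESeq2, within 1.5 times the paper's number. None of the other alternatives set before the data were examined brought it within that range, and with DESeq2 on A549 alone, the tool that the methods name, it was 141. The paper's number covers genes beyond those analysed here.

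The paper lists WNT6 among the genes upregulated in A549-HOXC6. Here WNT6 was removed by the filter on low counts, and it was at least 4.65-fold higher in A549-HOXC6. It passed the thresholds with a log2 fold change of 4.14 without the filter, 4.18 with 12 libraries in one edgeR model, 4.40 with DESeq2 on A549 alone and 4.47 with DESeq2 on 12 libraries. These sizes rest on an A549-NEO group at the floor.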

Other observations

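In this part, the test of genes opposite ribosomal protein genes was chosen after its result had been seen, and thinning to equal depth was chosen after the data were seen. In both cell lines, genes of low GC content fell and genes of high GC content rose with HOXC6. The slope of log2 CPM per 10 percentage points of GC content ran from -0.184 to -0.125 in A549-NEO against 0.0801 to 0.277 in A549-HOXC6, and from -0.157 to -0.106 in PC9-NEO against 0.114 to 0.132 in PC9-HOXC6. The HOXC6 and NEO libraries separate in 2 of 2 lines, so a GC bias of the libraries that follows the groups cannot be told apart from the condition. Several other explanations were tested by Spearman's correlation of log2 fold change with GC content over genes, which are not independent replicates. With the libraries thinned to equal depth it was 0.524 in A549 and 0.510 in PC9, so library size does not account for it. Among genes without exons opposite another gene it was 0.518 and 0.541, so reads of the opposite strand do not either.

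Reads of a second cDNA strand left over in the libraries would make the change follow T content more than A content. The partial correlation with T given A was -0.0699 in A549 and -0.0546 in PC9, and that with A given T was -0.356 and -0.368, against that explanation. The partial correlation with the GC content of the whole gene locus given the transcript was 0.0859 and 0.0727, and that with the transcript given the locus 0.200 and 0.206, so the transcript carries more of the relation. A change in the stability of transcripts rich in A, in RNA quality or in library amplification may each underlie it, and they were not told apart.

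More genes were downregulated in both lines than independent calls would give. After the correction for GC content and length, 19 genes were, where independent calls would share 2.74, so the overlap was smaller after the correction and still above 1.5 times what independent calls give. 1 of the 32 joint splits, the real one, gave as many common genes (121 over both directions). With the PC9 labels exchanged there were 2, and the remaining 30 gave 0. Those 30 have mixed groups in at least 1 line, where no gene was called, so they could not give a common gene. The joint splits thus cannot tell whether the overlap is larger than that of independent calls. Within each line, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many called genes in A549 and 1 of 4 in PC9, and 4 splits cannot give a share under 5%, so these splits alone cannot rule out that a random split would do as well. The 18 other splits of both lines called 0 genes at the thresholds, with 9 to 30 genes at an unadjusted p under 0.05 and the fold change criterion in A549 and 9 to 29 in PC9.

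A549-HOXC6 replicate 3 had counts on 11195 genes, against 9714 to 10331 in the others. Among genes with no count in the other 11 libraries, 509 had one in it, against 7 to 32 for any other library, which is consistent with a low background of reads that does not follow expression, such as genomic DNA. Reads from PC9 cells were tested as well. Of genes absent from the other A549 libraries, 56.9% of those high in PC9 had a count in it, and 42.3% of those absent in PC9, short of the 1.5 times set beforehand. Its GC slope of 0.277 is above the 0.0801 and 0.0915 of the other A549-HOXC6 libraries. Without it, 129 genes were upregulated and 396 downregulated in A549-HOXC6. No biological explanation was tested.

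BEST1 had the highest total of the genes in the table, 830126 counts over 12 libraries, against 173827 for FTH1, with which it shares 1267 bp of exons on the opposite strand. One explanation tested was that reads were assigned to the strand opposite the transcript. Among 8 pairs of a ribosomal protein gene and a gene with exons opposite it, the opposite gene had the higher count in all 12 libraries in 1 pair, SH3D19 opposite RPS3A, so a general exchange of strands is not borne out. The cause of the BEST1 and SH3D19 counts was not found, and no biological explanation was tested.

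The discussion names genes regulated by HOXC6 in other cancers. In A549, FGFR2 had a log2 fold change of 2.47 (edgeR's adjusted p = 2.47e-08) and BMP7 of -1.85 (adjusted p = 6.82e-04), and both had 0 counts in every PC9 library. FGF2 did not pass the thresholds in A549 (0.27) or PC9 (0.25), and with the correction for GC content and length it had 0.89 (adjusted p = 4.26e-08) and 0.74 (adjusted p = 0.0373), still under the fold change threshold. Over its alternatives the adjusted p of FGF2 ran from 2.36e-08 to 1 in A549 and from 0.0288 to 1 in PC9. The thresholds were not passed by MMP9 either (-0.12 and -0.69), while PDGFRA and PDGFRB had too few counts to be tested. Of the HOXC genes, HOXC13 rose in A549 by 0.75 on the log2 scale (adjusted p = 0.00234), under the fold change threshold, and by 0.43 with the correction for GC content and length (adjusted p = 0.0682), and over its alternatives the adjusted p ran from 6.48e-04 to 1. Its log2 fold change was -0.017 in PC9 (adjusted p = 0.950). Exons of FGF2, MMP9 and HOXC13 share 804, 430 and 172 bp with exons on the opposite strand.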
